# Transcriptional integration of mitogenic and mechanical signals by Myc and YAP

**DOI:** 10.1101/gad.301184.117

**Published:** 2017-10-15

**Authors:** Ottavio Croci, Serena De Fazio, Francesca Biagioni, Elisa Donato, Marieta Caganova, Laura Curti, Mirko Doni, Silvia Sberna, Deborah Aldeghi, Chiara Biancotto, Alessandro Verrecchia, Daniela Olivero, Bruno Amati, Stefano Campaner

**Keywords:** YAP, TEAD, Myc, transcription, Hippo signaling

## Abstract

Mammalian cells must integrate environmental cues to determine coherent physiological responses. The transcription factors Myc and YAP–TEAD act downstream from mitogenic signals, with the latter responding also to mechanical cues. Here, we show that these factors coordinately regulate genes required for cell proliferation. Activation of Myc led to extensive association with its genomic targets, most of which were prebound by TEAD. At these loci, recruitment of YAP was Myc-dependent and led to full transcriptional activation. This cooperation was critical for cell cycle entry, organ growth, and tumorigenesis. Thus, Myc and YAP–TEAD integrate mitogenic and mechanical cues at the transcriptional level to provide multifactorial control of cell proliferation.

## Abstract (precis)

The transcription factors Myc and YAP–TEAD act downstream from mitogenic signals, with the latter responding also to mechanical cues. Here, Croci et al. show that these factors coordinately regulate genes required for cell proliferation.

Cell cycle entry in higher eukaryotes depends on extracellular cues mediated by growth factors, metabolites, cell adhesion, and cell–cell contacts. These signals must be interpreted and integrated by cells to regulate complex gene expression programs. Mitogenic agents, such as serum growth factors, stimulate cell proliferation by activating waves of transcription, starting with immediate early genes, which in turn regulate the expression of delayed early genes. c-*myc* is an immediate early gene whose product, the transcription factor (TF) Myc, is essential for serum-mediated and growth factor-mediated cell cycle entry (Kelly et al. 1983; Armelin et al. 1984; Roussel et al. 1991; Barone and Courtneidge 1995; de Alboran et al. 2001; Trumpp et al. 2001; Perna et al. 2012). This function of Myc stems from its ability to control the expression of a large fraction of genes involved in cell activation and proliferation.

When ectopically expressed in quiescent cells, Myc is able to drive cell cycle progression in the absence of serum (Eilers et al. 1991; Pelengaris et al. 1999). This effect of Myc is context-dependent, however, since not all cells or tissues respond to Myc by entering the cell cycle (Jackson et al. 1990; Xiao et al. 2001; Murphy et al. 2008). This suggests that a full proliferative response may require the engagement of other TFs, which may respond to different regulatory signals, such as metabolic or mechanical cues. Recently, YAP has emerged as a key TF in the control of cell growth and organ size in response to a variety of signals such as cell adhesion, apico–basolateral polarity, cytoskeletal tension, and mitogens. YAP activity is controlled by a cascade of regulatory kinases, the Hippo pathway, and mechanotransduction: When either Hippo signaling is low or in conditions of high cytoskeletal tension, YAP translocates into the nucleus, where it associates with TEAD TFs to regulate transcription (Vassilev et al. 2001).

Here we show that YAP coadjuvates Myc-dependent transcription and cooperates in inducing cell cycle entry and cell proliferation both in vitro and in vivo. This depends on the constitutive binding of TEAD to a large fraction of Myc target genes. At these promoters, Myc binding was independent of YAP and led to increases in the histone methylation mark H3K4me3. While this was insufficient for full transcriptional activation, it converted these loci into high-affinity binding sites for YAP. Thus, in low Myc conditions, YAP was bound to its canonical targets, was redistributed to a fraction of Myc target genes upon Myc accumulation, and favored activation of those loci. This multilayered circuit explains how Myc can selectively control gene expression despite its extensive genomic interactions (Kress et al. 2015) and how the modulation of Myc transcriptional programs in *cis* by other TFs allows proper integration of diverse mitogenic stimuli.

## Results and Discussion

To dissect Myc-induced proliferation, we used 3T9^MycER^ fibroblasts, which constitutively express MycER^TM^, a chimeric protein that can be conditionally activated by 4-hydroxytamoxifen (OHT) (Littlewood et al. 1995). As reported (Eilers et al. 1991; Barone and Courtneidge 1995), activation of MycER in serum-starved subconfluent cells was sufficient to stimulate cell cycle entry and Myc-dependent transcription (Fig. 1A; Supplemental Fig. S1A,B). However, these effects were strongly inhibited by cellular confluence (Fig. 1A; Supplemental Fig. S1A,B), suggesting that cell–cell contact and low cytoskeletal tension are inhibitory to Myc-driven proliferation.

**Figure 1.**
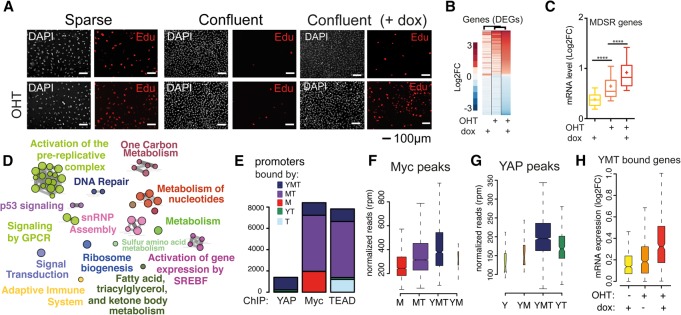
Myc and YAP coregulate cell cycle entry. Serum-starved subconfluent (sparse) (*A*) or highly confluent (confluent) 3T9^MycER;YAP^ (*B*–*H*) cells were treated with OHT to activate MycER and doxycycline (dox) to trigger the expression of YAP^S127A^. (*A*) Cell cycle entry was measured by immunofluorescence analysis of EdU incorporation. DAPI was used to color nuclei. (*B*) Ranked heat map based on the log_2_ fold change of the differentially expressed genes (DEGs) identified by RNA sequencing (RNA-seq). (*C*) Box plot of the mRNA expression level of the Myc-dependent serum response (MDSR) genes (*D*) Gene ontology map based on the DEGs determined upon both MycER activation and YAP induction. (*E*) Cumulative bar graph of Myc, YAP, and TEAD ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) peaks, color-coded based on their overlap. (Y) YAP; (M) Myc; (T) TEAD. (*F*,*G*) Box plot of the enrichment of Myc (*F*) and YAP (*G*) ChIP-seq peaks divided into subsets as in *E*. (*H*) Expression levels of up-regulated genes cobound at their promoters by YAP, Myc, and TEAD (YMT peaks).

While Myc controls cell cycle entry in response to mitogenic signals, YAP also regulates cell proliferation in response to mechanical and cytoskeletal cues (Zhao et al. 2007; Dupont et al. 2011; Fernandez et al. 2011; Sansores-Garcia et al. 2011; Wada et al. 2011; Halder et al. 2012; Aragona et al. 2013). To address whether YAP could cooperate with MycER in cell cycle entry, we transduced 3T9^MycER^ cells with a doxycycline-inducible vector expressing the activated mutant YAP^S127A^ (referred to here as 3T9^MycER;YAP^ cells) (Supplemental Fig. S1C; Zhao et al. 2007). While either MycER or YAP^S127A^ alone had no significant effect in serum-starved confluent cells, their coactivation resulted in robust cell cycle entry (Fig. 1A; Supplemental Fig. S1D,E). This was paralleled by the differential expression of a large number of genes (DEGs [differentially expressed genes]) that responded to MycER and YAP together but not—or less significantly—to either alone (Fig. 1B; Supplemental Fig. S2A–D). These genes were linked mainly to cell proliferation (Fig. 1E; Supplemental Fig. S2E,F) and included previously identified Myc-dependent serum response (MDSR) genes (Fig. 1C; Supplemental Fig. S2D; Perna et al. 2012). 

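RNA was sequenced from serum-starved, highly confluent 3T9 MycER;YAP cells, mouse fibroblasts in which OHT activates MycER and dox induces YAP S127A, a YAP mutant that cannot be phosphorylated by the Hippo pathway kinases at the serine that holds YAP in the cytoplasm. There were 4 groups with 3 libraries each: mock, OHT, dox, and OHT together with dox. The sample labels give 400 nM OHT and 2 µg/mL dox, and the paper's methods give 20 to 400 nM OHT and 2 µg/mL dox. Libraries were prepared from total RNA without poly(A) selection, by a kit that does not keep the strand, so a gene and an overlapping or antisense gene cannot be told apart. According to the submitters' processing notes, the authors used TopHat2 2.0.8, the mm9 genome build, featureCounts 1.4.5-p1 and DESeq2, and the annotation is not given in the sources used here. The values used here start from the authors' deposited table of 3 DESeq2 comparisons, each of OHT, dox or OHT+dox against mock. For 21671 genes the authors' deposited table gives the mean normalized count over the 6 libraries of a comparison, the log2 fold change, the adjusted p and the authors' call, and no value per library. Read totals are therefore unknown, and only relative depths could be had. From genes with a single read in 1 library, the DESeq2 size factors were 0.814 to 1.13 (median 1.10) in the OHT libraries, 0.942 to 1.06 (median 0.966) in the dox libraries and 0.940 to 1.02 (median 1.00) in the OHT+dox libraries, each in its own comparison with mock. The mock libraries had size factors of 0.954 to 1.09 (median 1.02) in the OHT+dox comparison. The p-values and standard errors behind the table were recovered, and the shrinkage of the log2 fold changes toward 0 that DESeq2 had applied was undone. The 4 group means and a dispersion per gene followed from these, and all pairs of groups except OHT and dox were compared by two-sided Wald tests, as was the interaction, with Benjamini-Hochberg adjustment over the same 12239 genes. A gene was counted as a DEG at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds that separate the authors' calls. The unshrunken folds are larger than the authors' for weakly expressed genes, and the shared dispersion pools the spread of all groups, so both steps change the number of DEGs. The libraries of a group are not stated to come from separate cultures, and the p-values then measure only the spread between these libraries, which may be technical.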

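OHT, dox and their combination each changed the expression of many genes in the confluent cells. Cells without the vector given dox are not analysed here, so no dox comparison tells YAP S127A from doxycycline itself. With OHT, Tfrc, the transferrin receptor that takes up iron, rose by a log2 fold change of 2.14, standard error 0.10, adjusted p = 3.53e-93 from the Wald test, and Arntl, a transcription factor of the circadian clock, had a log2 fold change of −1.57, standard error 0.23, adjusted p = 5.71e-10. With dox, Ereg, which encodes the growth factor epiregulin, rose by 1.68 (standard error 0.16, adjusted p = 1.21e-23 from the same test), and Fam65b, an inhibitor of the GTPase RhoA, rose by 1.61 (standard error 0.15). With both, Tfrc was 2.46 ± 0.10 above mock on the log2 scale, Fam65b 1.45 ± 0.15 and Ereg 1.03 ± 0.16 (± standard error), and all of them passed the test. Tfrc was named because its response to both lay below the sum of the single log2 fold changes. That shortfall (−0.65 ± 0.14) did not pass the Wald test (adjusted p = 0.0682). As a check of the labels, Ctgf, a canonical YAP target that encodes connective tissue growth factor, rose by 0.64 (standard error 0.09) with dox. With OHT, Ctgf was at −0.32 (standard error 0.09). Ncl, the nucleolar Myc target nucleolin, rose by 0.94 (standard error 0.10) with OHT. Ncl also rose with dox, by 0.45 (standard error 0.10), so its rise alone does not tell these groups apart. Myc mRNA had a log2 fold change of −1.16 ± 0.15 with OHT and 0.75 ± 0.14 with dox, which both passed, and of −0.32 ± 0.15 with both treatments, which did not (adjusted p = 0.0657). Yap1 (−0.05 ± 0.09 with dox) and Esr1, whose hormone-binding part is fused to Myc in MycER (−0.39 ± 0.22 with OHT), passed in no comparison. The reads of the transgenes may not count to the mouse genes Myc, Yap1 and Esr1, so these genes do not check the labels.

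OHT alone gave 1158 DEGs (781 up-regulated and 377 down-regulated), dox alone 494 (301 and 193) and the combination 2539 (1334 and 1205). Which direction holds more DEGs of the combination and of dox depends on the setting. Under settings chosen after seeing the data, 1262 were up-regulated and 1294 down-regulated with both when the groups were scaled to equal sums of normalized counts, and 1440 and 1478 with both and 367 and 395 with dox when the standard errors were scaled to the spread of the interaction. The authors' deposited table calls 932, 300 and 2377 DEGs in the same order, of which 928, 298 and 2367 were also called here. Of the 2539 DEGs of the combination, 1284 (50.6%) were DEGs with neither OHT nor dox alone, 497 of them up-regulated and 787 down-regulated. Pdk4, a kinase that inhibits pyruvate dehydrogenase, was one of them, at −1.23 ± 0.19 with both, −0.42 ± 0.18 with OHT and −0.34 ± 0.18 with dox. Fancb, a Fanconi anemia protein of DNA crosslink repair, was another, at 1.41 ± 0.26, 0.53 ± 0.27 and 0.68 ± 0.27, and so was the antiproliferative gene Btg2, at −0.81 ± 0.11, −0.31 ± 0.10 and −0.26 ± 0.10. These 3 genes also differed between the combination and each single treatment when those groups were compared directly, as did 99 of the 1284 in all. This number depends on the standard errors and the fold threshold. With the genes called only with both chosen anew in each setting, it was 24 of 1983 without a fold minimum, 4 of 1287 with each comparison's own standard error and 518 of 1341 with standard errors scaled to the spread of the interaction, of which the settings on the standard errors were chosen after seeing the data. Compared with only 1 single treatment at a time, 153 differed from OHT alone and 639 from dox alone. Their median log2 fold change, taken in the direction of the combination, was 0.38 with OHT, 0.29 with dox and 0.63 with both. With a single treatment, 669 of them passed the adjusted p without reaching the fold threshold, and 615 did not pass in either. Tested as an interaction, that is, as a response to both that departs from the sum of the single log2 fold changes, 0 genes passed the Wald test after adjustment and 132 had an unadjusted p under 0.05. The z-values of this test had a standard deviation of 0.697 over all genes, where 1 is the value without any effect, so the test was strict. With standard errors scaled to that spread, a setting chosen after seeing the data, 16 genes passed, 14 below and 2 above the sum.

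Because the comparisons share their mock libraries, a part of any overlap between them may come from shared chance values, and with 3 mock libraries and no values per library they could not be split. The DEGs of OHT and of the combination shared 748 up-regulated and 306 down-regulated genes, where independent lists would share 85.1 and 37.1. For dox and the combination these were 237 and 156, against 32.8 and 19.0. Across genes, which are not independent replicates, the log2 fold changes of OHT and the combination correlated at 0.870, and those of dox and the combination at 0.678. Simulated groups with no effect, compared with the same mock libraries, gave 0.496 and 0.493. The covariances were 0.169 and 0.102, and 0.0231 in both simulations.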

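Genes of biosynthesis and growth rose together in the combination, most of them already with MycER alone. Of 69 genes of ribosome biogenesis, 64 rose with OHT, 56 with dox and 67 with both at an adjusted p under 0.05, and none fell (65, 62 and 68 rose when adjusted over the list alone). Heatr1, which is needed to process the ribosomal RNA precursor, had a log2 fold change of 0.99 ± 0.10 with OHT, 0.78 ± 0.10 with dox and 1.37 ± 0.10 with both (± standard error). Rrp12, which acts in the export of ribosomal subunits, reached 2.18 ± 0.14 with both, and Wdr74, another gene of this group, 0.80 ± 0.11. Nucleotide synthesis genes rose in 23, 17 and 28 of 29 members in the same order (24, 19 and 28 adjusted over the list alone). Pfas and Ppat, enzymes of purine synthesis, reached 1.42 ± 0.09 and 1.30 ± 0.10 with both, Cad, which starts pyrimidine synthesis, 0.99 ± 0.10, and Impdh2, of guanine nucleotide synthesis, 0.26 ± 0.08. In serine, glycine and one-carbon metabolism, 13, 10 and 16 of 19 genes rose and 1, 0 and 1 fell (13, 15 and 16 rose, and 1 fell in each of the comparisons with mock, when adjusted over the list alone). Among those that rose was the mitochondrial folate enzyme Mthfd2 at 0.78 ± 0.13, 1.48 ± 0.12 and 1.92 ± 0.12. Of 26 genes of snRNP assembly, 13, 3 and 21 rose (18, 7 and 21 adjusted over the list alone), including Gemin5, a subunit of the SMN complex, and the arginine methyltransferase Prmt5, at 0.96 ± 0.10 and 0.81 ± 0.10 with both.

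A part of the DNA repair genes rose with OHT, and OHT and dox were not compared directly. Of 30 members, 12 rose with OHT, 1 with dox and 16 with both (14, 1 and 16 adjusted over the list alone), and their medians were 0.39, 0.05 and 0.48. When the groups were compared directly, 13 were higher with OHT+dox than with dox and 1 was higher than with OHT. The exonuclease Exo1 and the uracil-DNA glycosylase Ung reached 2.02 ± 0.30 and 1.93 ± 0.20 with both, while Fancg fell (−0.64 ± 0.20). Of 33 genes of sterol and fatty acid synthesis, the targets of SREBF, 10 rose with OHT, 17 with dox and 19 with both (10, 21 and 23 adjusted over the list alone). Cyp51, an enzyme of cholesterol synthesis, had log2 fold changes of 0.50 ± 0.11, 0.70 ± 0.11 and 0.85 ± 0.11. The fatty acid synthase gene Fasn had 0.52 ± 0.08, 0.35 ± 0.08 and 0.69 ± 0.08, and Acaca, which makes malonyl-CoA, had 0.67 ± 0.09, 0.43 ± 0.09 and 0.87 ± 0.09. The fatty acid desaturase Fads1 fell with OHT and with OHT+dox (−0.21 ± 0.08 and −0.20 ± 0.08), and 22 genes of this group did not pass with OHT. OHT+dox against OHT raised 8 genes of this group and lowered none, and OHT+dox against dox raised 6 and lowered 3. Among 21 p53 targets, 4 rose with both, including Aen at 1.64 ± 0.13, and 6 fell, including Trp53inp1 at −1.40 ± 0.18 and the receptor gene Eda2r at −1.38 ± 0.22, the same numbers as when adjusted over the list alone.

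Against 10000 random lists of the same size and mean count, the medians with both of the groups that rose stood apart (adjusted p = 0.000567 each, the smallest the random lists can give), and that of the p53 targets did not (−0.15, adjusted p = 0.146). These p-values take genes as independent and do not measure the spread between libraries. The paper's ontology map (Fig. 1D) rests on DEGs of the same experiment, so the list tests may in part repeat its result. Among the genes called only with both, Fisher's exact test found more than the background share of up-regulated members for snRNP assembly (8 of 26, adjusted p = 7.62e-05), DNA repair (7 of 30, 0.00102), nucleotide synthesis (5 of 29, 0.0288) and ribosome biogenesis (8 of 69, 0.0288). One-carbon metabolism (1 of 19) and sterol and fatty acid synthesis (2 of 33) did not pass it. Of the 62 ribosome biogenesis genes that were DEGs with both, 54 were also DEGs with a single treatment. The MDSR genes themselves are not analysed here, because the list is not given in the sources used here.

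**Figure D1:**
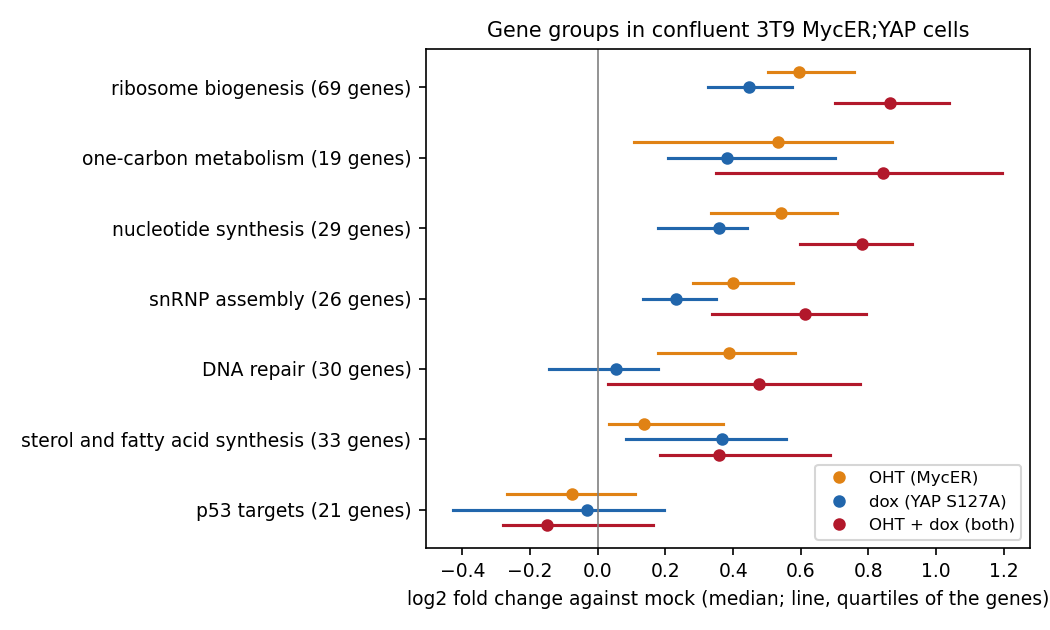
Median log2 fold change against mock of the genes of 7 groups (x axis), with lines from the lower to the upper quartile of the genes. Orange, OHT; blue, dox; red, OHT and dox together. The number of genes tested stands behind each name, and the medians of ribosome biogenesis are 0.59, 0.45 and 0.86.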

In a general manner, the response of MycER-induced genes was augmented by coactivation of YAP (Fig. 1C; Supplemental Fig. S2D).

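Genes induced by MycER mostly reached a somewhat higher level when dox was added to induce YAP S127A, and for most of them the added step was small. Polr3g, a subunit of RNA polymerase III, rose by 2.21 on the log2 scale with OHT and 2.79 with both, and the direct comparison of OHT+dox with OHT gave 0.57, standard error 0.16, adjusted p = 0.00979 from the Wald test. Hk2, the hexokinase at the entry to glycolysis, and Slc16a1, a lactate transporter, rose by 0.79 and 0.99 with OHT and were a further 0.60 ± 0.12 and 0.37 ± 0.09 higher with OHT+dox (± standard error). For Dusp2, a phosphatase of MAP kinases, the corresponding values were 2.55 and 0.77 ± 0.24. The sphingomyelin phosphodiesterase-like gene Smpdl3b was among the genes that OHT induced most (2.97) and did not differ detectably when dox was added (0.06 ± 0.13), and neither did Ncl, which rose by 0.94 with OHT (0.12 ± 0.10 in OHT+dox against OHT). Fam135b rose with OHT (0.74) and was lower with OHT+dox than with OHT (−1.07 ± 0.23).

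Over all 781 genes called up with OHT, the median log2 fold change against mock was 0.73 with OHT, 0.29 with dox and 0.91 with both. The median of OHT+dox against OHT was 0.18, with 674 genes higher and 107 lower. Random sets of genes of like expression gave medians from −0.02 to 0.01 (p = 0.0002 by permutation, the smallest they can give). Single genes rarely passed: 64 were higher and 1 lower at an adjusted p under 0.05 over all genes, and 108 and 4 when adjusted over the set alone. The median interaction was −0.12, outside the −0.01 to 0.01 of random sets. This does not show that the treatments gave less than the sum of their single log2 fold changes, because the genes were chosen by the OHT fold, which enters the interaction with a minus sign, and the random sets were not. With the set called up in OHT+dox against dox, a fold that enters with a plus sign, the median interaction was 0.01. Down-regulated genes moved further too: the 377 genes called down with OHT had medians of −0.65 with OHT and −0.88 with both, and in OHT+dox against OHT 48 of them fell and 25 rose.

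The genes that changed with dox moved in the same direction when MycER was active. Of the 494 genes called with dox alone, 493 had the same direction in OHT+dox against OHT, at a median of 0.696 times the log2 fold change. This ratio does not show a weaker response, because the genes were chosen by the dox fold that it divides by. The comparisons of dox with mock and of OHT+dox with OHT share no library. Across all genes tested, which are not independent replicates, Pearson's correlation between them was 0.711 and Spearman's 0.726, and simulated groups with no effect gave 0.00251. The 301 genes induced by dox had a median of 0.66 with dox, 0.49 with OHT and 0.92 with both.

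**Figure D2:**
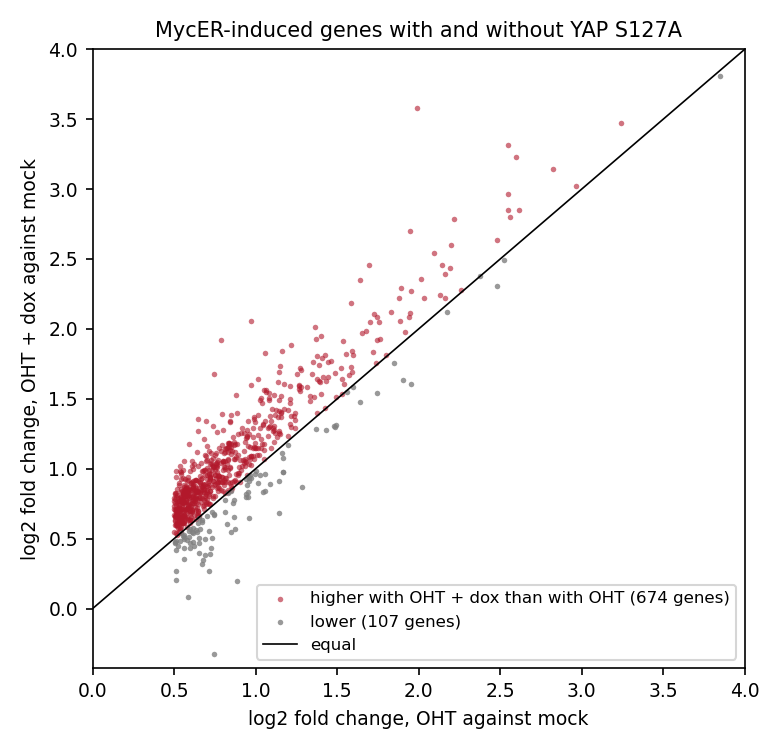
Log2 fold change of OHT against mock (x axis) and of OHT and dox together against mock (y axis) of the 781 genes called up with OHT. Each point is a gene, red where the fold is higher with both (674 genes) and gray where it is lower (107), and the line marks equal folds.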

This was not due to reciprocal regulation of MycER and YAP protein levels or nuclear localization, which were largely unaffected by their coexpression both in vitro and in vivo (Supplemental Figs. S1C, S3A–G). Instead, MycER activation increased the chromatin-associated fraction of YAP (Supplemental Fig. S3H).

Consistent with the above, ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) analysis revealed extensive overlaps in the genomic localization of YAP, TEAD, and Myc (YMT) (Supplemental Fig. S4,A–C). In particular, virtually all YAP-associated promoters were co-occupied by TEAD and Myc (Fig. 1E). Genomic sites cobound by the three proteins (i.e., YMT peaks) showed the greatest enrichment for each single TF (Fig. 1F,G; Supplemental Fig. S4D,E). Genes cobound at their promoters by the three TFs showed stronger transcriptional responses to YAP and Myc together than to either TF alone (Fig. 1H). Thus, YAP and Myc coregulate a subset of Myc target genes, in particular those linked to cell cycle entry.

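Genes of the entry into S phase rose with MycER and somewhat further with both treatments, and genes of quiescence fell. The genes of mitosis had a median with both within the range of random lists. Ccne1, the cyclin E that starts S phase with CDK2, rose by a log2 fold change of 1.53, standard error 0.26, adjusted p = 8.18e-08 with OHT from the Wald test, was 0.52 ± 0.27 with dox, which did not pass, and 1.91 ± 0.25 with both (± standard error). Cdc6, which loads the MCM helicase on replication origins, had 1.43 ± 0.24, 0.15 ± 0.26 and 1.81 ± 0.24 in the same order, and Mcm5, a subunit of that helicase, 1.21 ± 0.23, 0.34 ± 0.23 and 1.59 ± 0.23. Ccnd1, the cyclin D of early G1 phase, had 0.16 ± 0.09 for OHT, which did not pass, 0.39 ± 0.09 for dox and 0.46 ± 0.09 for both. Cdkn1a, the CDK inhibitor p21, fell by 1.88 on the log2 scale with OHT (standard error 0.52, adjusted p = 0.00250 from the same test) and fell by 2.42 with both, from a mean normalized count of only 28.3 in mock. Cdkn1b, the CDK inhibitor p27, fell by 0.30 with dox and fell by 0.45 with both.

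Of 43 genes of the pre-replicative complex and replication fork, 25 rose with OHT, 1 with dox and 29 with both, and none fell (29, 1 and 30 rose when adjusted over the list alone). Their medians were 0.46, 0.08 and 0.65. Compared with OHT directly, OHT+dox raised 1 of them, Orc2 of the origin recognition complex (0.43 ± 0.12), and the median difference was 0.07 (adjusted p = 0.0243 against random lists). The 19 G1/S regulators gave 9, 3 and 15 genes up (11, 4 and 15 adjusted over the list alone), with medians of 0.32, 0.18 and 0.57. Here 2 genes, Ccnd1 and the cyclin E gene Ccne2, were higher with OHT+dox than with OHT (0.30 ± 0.09 and 0.67 ± 0.21), or 5 when adjusted over the list alone. Uhrf1, which maintains DNA methylation at replication forks, and Skp2, which targets p27 for degradation, reached 1.79 ± 0.17 and 0.84 ± 0.10 with both. In neither group did the response to both depart from the sum of the single log2 fold changes by more than in random lists (median interaction −0.01, adjusted p = 0.882, and −0.01, adjusted p = 0.933). E2f1, a transcription factor of S phase genes, passed with none of the treatments against mock (0.25 ± 0.13 with both).

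Among 37 genes of G2 and mitosis, 4 rose with OHT, 0 with dox and 8 with both (3, 0 and 8 adjusted over the list alone), while 4 fell with both, namely Ccnb2, Cdc25b, Cenpe and Nusap1, of the mitotic cyclins, phosphatases, kinetochore and spindle. Their median with both was 0.05, within the range of random lists (adjusted p = 0.341). In OHT+dox against dox their median was 0.21, above that range (adjusted p = 0.00731), and 7 genes were higher and none lower, the same numbers as when adjusted over the list alone. Ccna2 and Cdk1, which act from S phase to mitosis, rose by 0.85 and 0.61 with both (standard errors 0.17 and 0.14). Ccnb1, the cyclin B of mitosis, was at 0.16 ± 0.18 and the proliferation marker Mki67 at −0.22 ± 0.15, and neither passed in any comparison with mock. Of 55 replication-dependent histone genes, many of them near-identical copies that may share reads, none rose with both and 3 fell (1 adjusted over the list alone). The quiescence group of 16 CDK inhibitors and antiproliferative genes fell in 6 members with OHT, 6 with dox and 12 with both (9, 7 and 13 adjusted over the list alone). Ccng2, a cyclin of arrested cells, was at −0.30 ± 0.10, −0.35 ± 0.10 and −0.76 ± 0.10 and lower with both than with either alone, and the transcription factor gene Foxo3 reached −0.56 ± 0.09 with both.

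Of the genes called only with both, Fisher's exact test found more down-regulated members of the quiescence group than the background share (6 of 16, adjusted p = 0.00826). The up-regulated members of the replication group (5 of 43, adjusted p = 0.109), the G1/S group (3 of 19, 0.129) and the mitosis group (3 of 37, 0.491) did not pass. From the responses to both treatments, their link to proliferation and the co-occupancy of promoters by YAP, TEAD and Myc (Fig. 1E,H), the paper concludes that YAP and Myc coregulate a part of the Myc targets, above all genes of cell cycle entry. Promoter binding is not analysed here.

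**Figure D3:**
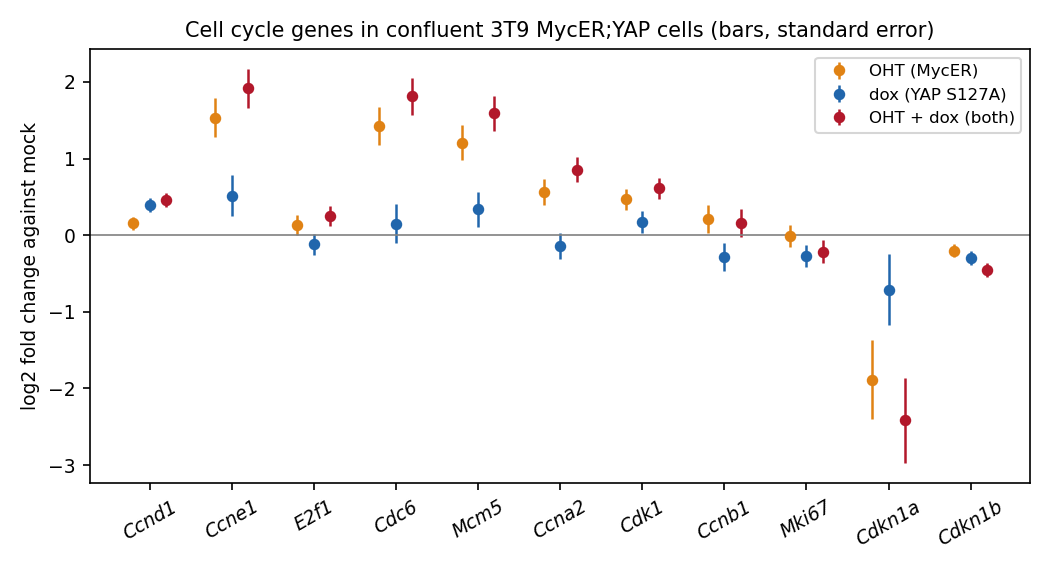
Log2 fold change against mock (y axis) of 11 cell cycle genes (x axis), with bars of 1 standard error. Orange, OHT; blue, dox; red, OHT and dox together. Ccne1, Cdc6 and Mcm5 lie highest with both (1.91, 1.81 and 1.59) and Cdkn1a lowest (−2.42).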

In sparse cultures, where high cytoskeletal tension activates YAP (Zhao et al. 2007; Dupont et al. 2011; Fernandez et al. 2011; Sansores-Garcia et al. 2011; Wada et al. 2011; Halder et al. 2012; Aragona et al. 2013), YAP inhibitors blocked Myc-induced cell cycle entry and transcription of Myc target genes (Fig. 2A,B; Supplemental Figs. S5, S6). Similarly, YAP deletion impaired the expression of Myc target genes (Fig. 2C). In the same conditions, pharmacological relief of cytoskeletal tension (with blebbistatin, an inhibitor of actomyosin contraction) or blockade of actin-mediated signaling (with the ROCK inhibitor Y276632) impaired both Myc-induced cell cycle entry and induction of Myc target genes, which were rescued by overexpression of an activated YAP mutant (YAP^S127/381A^) (Fig. 2D,E; Supplemental Fig. S7). Overall, these data suggest that Myc-induced transcription and cell cycle entry rely on the activation of endogenous YAP by cytoskeletal tension. In line with this, coexpression of YAP^S127A^ promoted anchorage-independent growth of MycER cells (a growth condition where cytoskeletal tension is low) while not providing any proliferative advantage in two-dimensional conditions (Fig. 2F; Supplemental Fig. S8).

**Figure 2.**
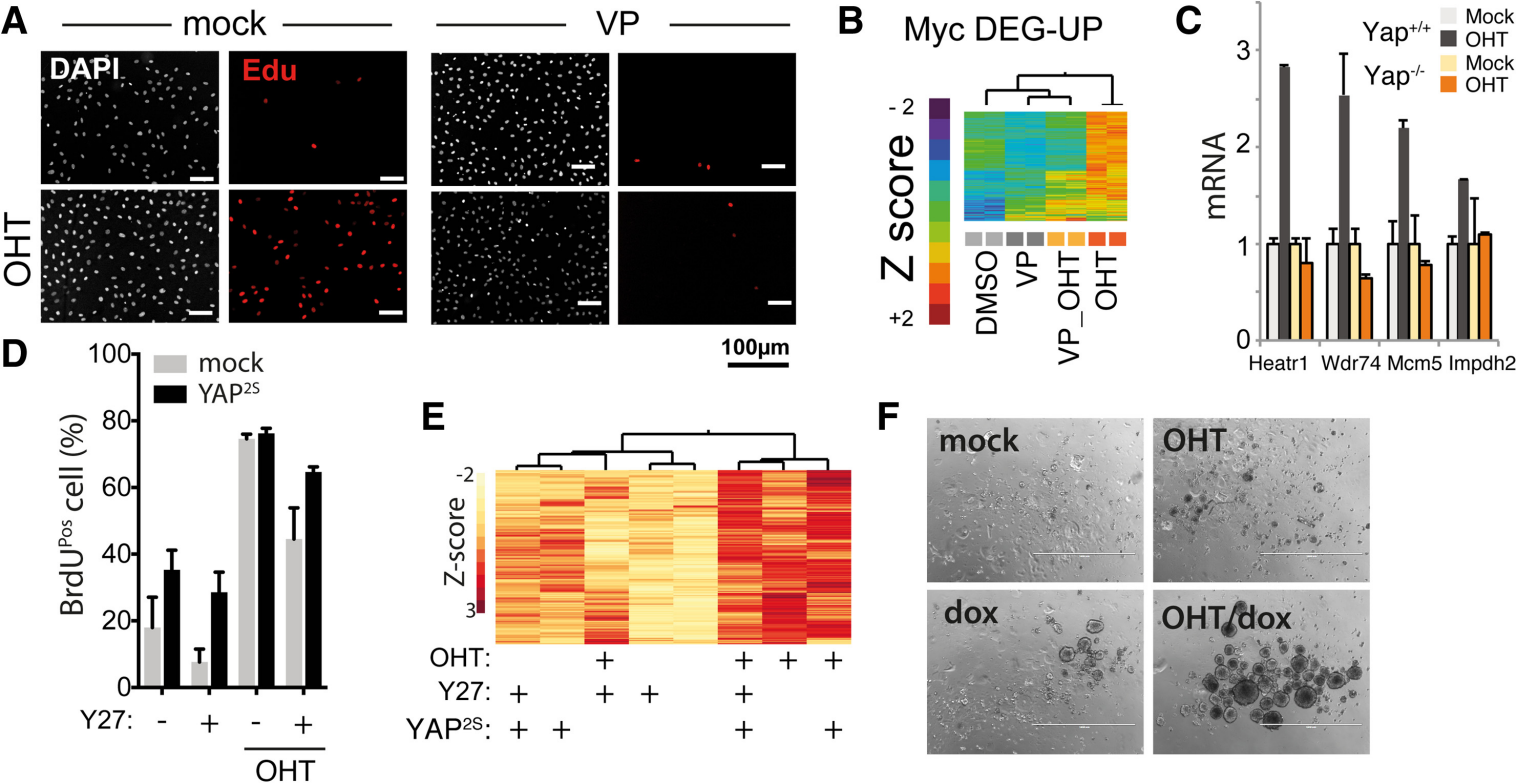
Myc-driven cell cycle entry depends on YAP activity and cytoskeletal tension. (*A*–*E*) Serum-starved subconfluent fibroblasts were kept in low serum and treated as indicated. (*A*) Immunofluorescence analysis of Myc-induced cell cycle entry of 3T9^MycER^ measured as EdU incorporation on cells treated with the YAP inhibitor verteporfin (VP). (*B*) Expression analysis (clustering) of Myc up-regulated genes following VP treatment. (*C*) RT-qPCR expression of Myc target genes in MycER fibroblasts either wild type (*YAP^+/+^*) or knockout (*Yap^−/−^*) for *Yap*. (*D*) S-phase entry by BrdU incorporation (by FACS) in MycER fibroblasts overexpressing YAP^S127A/S318A^. Cells were treated with OHT to activate MycER and with the ROCK inhibitor Y276632 (Y27) as indicated. (*E*) Clustered heat map of normalized mRNA expression of cells shown in *D*. (*F*) Anchorage-independent growth assay of bipotential mouse embryonic liver (BMEL) cells overexpressing MycER and tet-YAP^S127A^, treated as indicated. Representative pictures of cell colonies are shown.

We then addressed the relevance of our finding in a post-mitotic adult tissue. Toward this aim, we used mouse strains allowing doxycycline-inducible expression of Myc (tet-Myc) (Beer et al. 2004; Shachaf et al. 2004; Kress et al. 2016) and YAP (tet-YAP) (Jansson and Larsson 2012) in the liver. While short-term induction (48 h) of either Myc or YAP alone led to a mild proliferative response, their coactivation (tet-Myc/YAP) resulted in robust cellular proliferation (Fig. 3A; Supplemental Fig. S9). Genome-wide expression analysis by RNA sequencing (RNA-seq) revealed a large number of genes (2500) coregulated by YAP and Myc but not by either factor alone (Fig. 3B,C; Supplemental Fig. S10A–E). These genes were enriched for ontological terms linked mainly to cell proliferation and included the aforementioned MDSR genes (Supplemental Fig. S11). On the other hand, YAP target genes were down-modulated by coexpression of Myc (cluster 6) (Supplemental Fig. S10E,F), consistent with the reported antagonism between Myc and YAP signaling (von Eyss et al. 2015).

**Figure 3.**
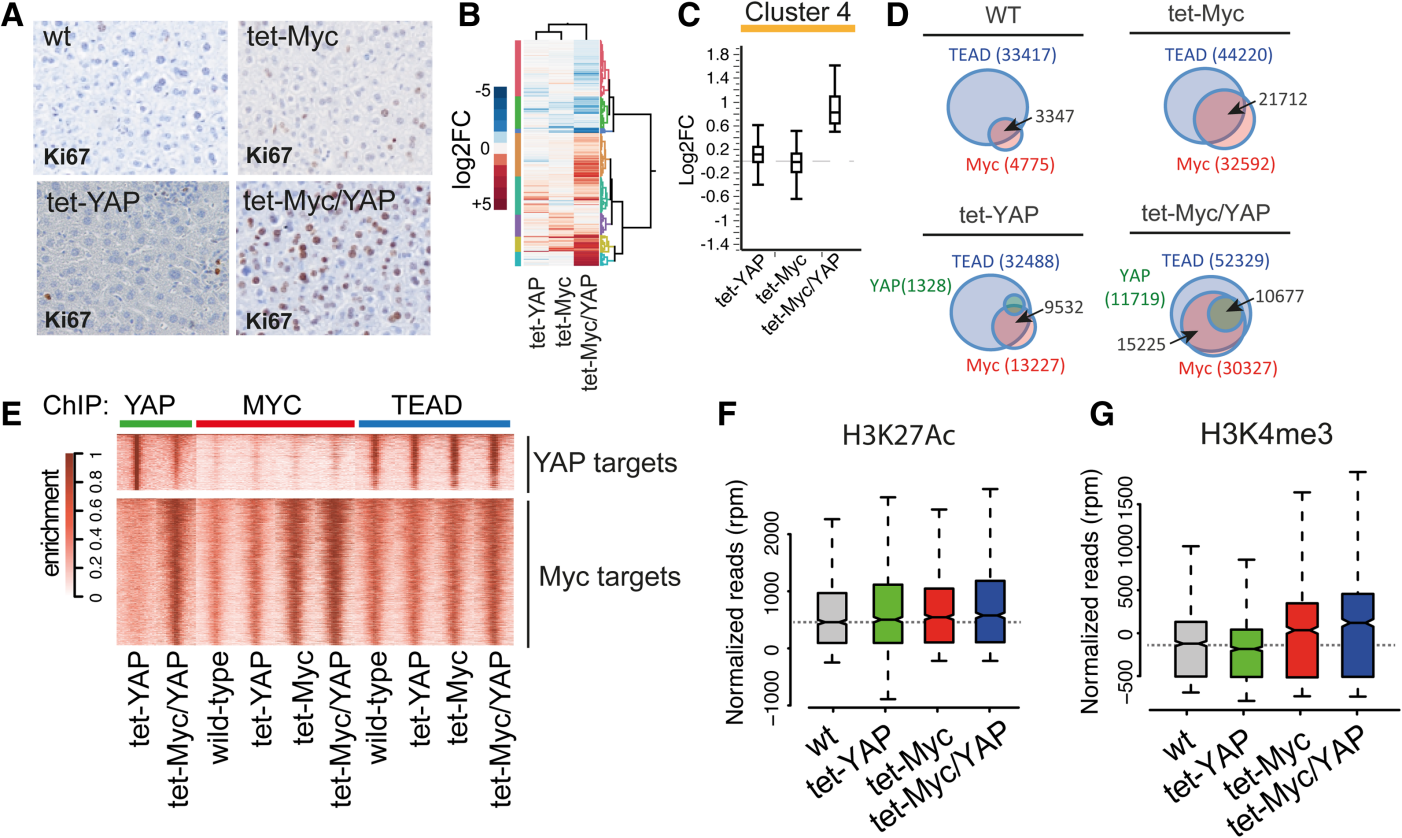
Cooperative binding and transcriptional activation by Myc, TEAD, and YAP. Genome-wide analyses of livers from R26-rtTA mice either wild type (wt), transgenics for Myc (tet-Myc) or YAP (tet-YAP), or double transgenics (tet-Myc/YAP). Short-term induction was achieved by feeding mice with doxycycline-containing food for 48 h. (*A*) Liver sections stained with an anti-Ki67 antibody. (*B*) Hierarchical clustering of DEGs. (*C*) Box plot showing a representative cluster of YAP/Myc DEGs. (*D*) Venn analysis of Myc, YAP, and TEAD ChIP-seq peaks. The number of peaks determined for each TF is reported in brackets; the arrows point to the number of overlapping peaks. (*E*) Ranked heat maps of the ChIP-seq enrichment of the indicated TFs. (*Top* panel) YAP peaks detected only in tet-YAP livers. (*Bottom* panel) Promoters bound by YAP in tet-Myc/YAP livers. (*F*,*G*) H3K27ac (*F*) and H3K4me3 (*G*) levels at promoters of DEG-up genes cobound by Myc and YAP.

We then profiled the genomic interactions of Myc, YAP, and TEAD by ChIP-seq in the liver. While Myc displayed limited chromatin association in wild-type hepatocytes (only 5000 peaks), its short-term induction led to extensive chromatin binding (>30,000 peaks). A comparable increase of Myc peaks was detected in tet-Myc/YAP livers, indicating that Myc binding to chromatin depended on its expression level but not on YAP expression (Fig. 3D; Supplemental Fig. S12A). TEAD showed widespread chromatin interactions with a similar genomic distribution among the four experimental groups (Fig. 3D; Supplemental Fig. S12A). YAP showed no significant chromatin association in either wild-type or tet-Myc mice, consistent with its low expression level (Supplemental Figs. S3F, S12A). However, YAP peaks became detectable in tet-YAP and were further boosted in tet-Myc/YAP mice in both number and level of enrichment (Fig. 3D,E; Supplemental Fig. S12A,B). Importantly, in tet-YAP livers, YAP showed only a partial genomic overlap with Myc, while coexpression in tet-Myc/YAP favored its recruitment to genomic sites bound by both Myc and TEAD (Fig. 3D,E). Thus, Myc caused a global shift in the genomic distribution of YAP, favoring its recruitment to promoters bound by both Myc and TEAD (Fig. 3E, bottom panel; Supplemental Fig. S12C) and its concomitant decrease from the canonical TEAD/YAP targets most significantly enriched in the livers of tet-YAP mice (Fig. 3E, top panel). This reshuffling of YAP away from its canonical binding sites provides a rationale for the repression of YAP target genes that we and others (von Eyss et al. 2015) observed upon Myc activation.

In tet-Myc/YAP mice, genomic loci cobound by YMT peaks showed stronger enrichment of all TFs compared with regions bound by each TF alone (Supplemental Fig. S12D). Likewise, genomic loci cobound by YMT in tet-Myc/YAP livers had the strongest enrichment for each TF when both Myc and YAP were overexpressed compared with all other conditions (Fig. 3E; Supplemental Fig. S12E). Importantly, a consistent number of genes differentially expressed in tet-Myc/YAP cells were cobound at their promoters by YMT (Supplemental Fig. S12F).

Myc generally requires a pre-existing active chromatin environment to access DNA, characterized in particular by the histone marks H3K4me3 and H3K27ac (Guccione et al. 2006; Sabo et al. 2014; Kress et al. 2015); indeed, in wild-type livers, these marks pre-existed on the promoters of Myc/YAP coregulated genes (Supplemental Fig. S12G,H). At these loci, H3K27ac was slightly increased by binding of YAP, Myc, or both (Supplemental Fig. S12G). H3K4me3 was low in wild type and tet-YAP but increased upon Myc binding and was further enhanced by YAP, implying a role of TF-induced chromatin modifications in stabilizing the YMT complex on these sites (Fig. 3F; Supplemental Fig. S12H; Stein et al. 2015). This suggested cooperative binding of these TFs, with Myc and TEAD favoring YAP recruitment to their common target loci.

Next, we wondered whether induction of Myc and YAP might also have long-term consequences on liver growth. As reported (Camargo et al. 2007; Dong et al. 2007), tet-YAP mice developed mild hepatomegaly within 5 wk of induction (Fig. 4A), indicating that sustained activation of YAP in the liver can result in a proliferative response that is likely due to the engagement of secondary cellular programs (Camargo et al. 2007; Yimlamai et al. 2014). tet-Myc mice showed no signs of liver enlargement. Instead, coinduction of Myc and YAP led to massive hepatomegaly, which accounted for the remarkably short disease-free survival of these mice (Fig. 4A,B; Supplemental Fig. S13A). Histologically, these livers were classified as hepatocellular carcinomas with a diffuse solid pattern of growth, indicating pervasive aberrant proliferation (Supplemental Fig. S13B–D).

**Figure 4.**
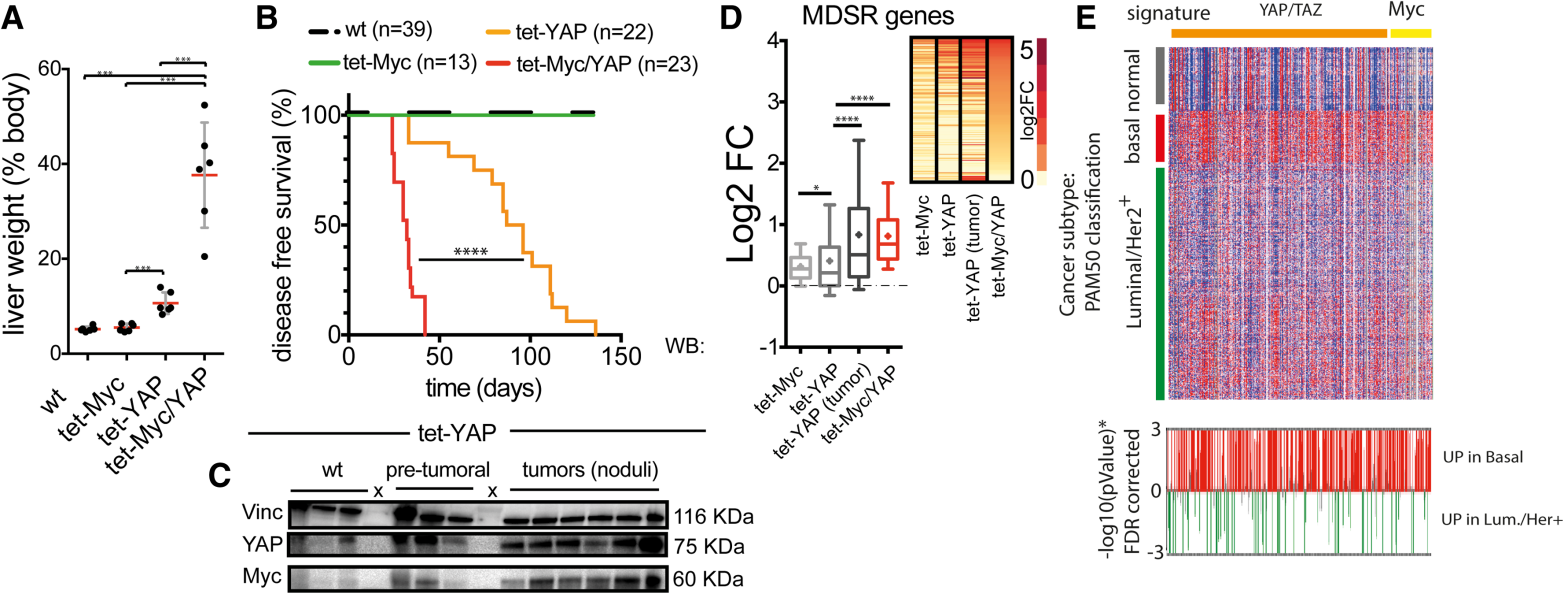
Myc and YAP cooperate in inducing liver growth and tumorigenesis. (*A*) Liver weight assessed at 5 wk of induction. Data are reported as percentage relative to total body weight. (*B*) Kaplan-Meier disease-free survival analysis. (*C*) Western blotting analysis of YAP and Myc levels in LAP-tTA tet-YAP mice at the pretumoral stage (4 wk of YAP activation) and in tumors. Vinculin (vin) was used as aninternal control for equal loading. (*D*) Box plot of the expression level of MDSR genes up-regulated in the liver upon YAP and/or Myc induction. (*Inset* at the *right*) Ranked heat map. (*E*, *top* panel) Heat map of Myc and YAP/TAZ gene signatures based on the expression data of breast cancers (TCGA_BRCA). The heat map was clustered by breast cancer subtypes (basal-like, normal-like, and Luminal/Her2^+^). (*Bottom* panel) The statistical track shows the logarithmic plot of *P*-values for each gene. (Red bars) Genes up in basal-like; (green bars) genes up in Luminal/Her^+^.

As reported (Camargo et al. 2007; Dong et al. 2007), prolonged activation of YAP alone led to the development of focal tumor lesions with full penetrance. This was paralleled by a progressive elevation of Myc levels, which peaked in tumoral lesions (Fig. 4C,D; Supplemental Fig. S14A–C). MDSR genes were progressively up-regulated to reach levels in tumors that were comparable with those observed in tet-Myc/YAP mice (Fig. 4D). RNA-seq analysis showed similarities among YAP-driven tumors and tet-Myc/YAP livers, both of which clustered apart from tet-Myc or tet-YAP alone (Supplemental Fig. S14D). These data suggest a selective pressure for the up-regulation of Myc in YAP-driven tumors, reiterating the strong mitogenic effect observed upon coactivation of both oncogenes. Accordingly, the Myc and Hippo gene signatures were coenriched in basal-like breast tumors (Fig. 4E), a subset with reported deregulation of the Hippo pathway (Cordenonsi et al. 2011), and both the YAP/TAZ and Myc signatures could independently stratify basal-like tumors (Supplemental Fig. S15).

In summary, we described here a *cis*-regulatory network comprising Myc and the YAP–TEAD complex that controls the expression of proliferative genes. The promoters of genes activated by Myc and YAP were prebound by TEAD, were heavily bookmarked by chromatin activation marks, and showed stalled RNA polymerase II (Supplemental Fig. S12I), indicating that they were poised for activation. Myc binding was YAP-independent, although the presence of YAP favored further stabilization of Myc on chromatin. On the other hand, recruitment of YAP to Myc–TEAD-bound promoters was fully dependent on prebound Myc. Our data suggest that YAP recruitment on Myc sites is favored by Myc-induced epigenetic remodeling (which increases H3K4me3 and, to a lower extent, H3K27ac levels) as well as protein–protein interaction between Myc and YAP (Supplemental Fig. S16). Further work will be needed to fully dissect the molecular mechanism of YAP recruitment to these loci.

Altogether, our findings provide a parsimonious solution for the integration of mitogenic and mechanical signals in the control of cell cycle entry and proliferation. Our data also illustrate how convergent signals (here, YAP activation) endow Myc with the ability to control selective transcriptional responses in spite of its pervasive association with the genome (Perna et al. 2012; Sabo et al. 2014; Walz et al. 2014; Kress et al. 2015; Piccolo et al. 2017).

## Materials and methods

### Mouse strains

Tet-YAP mice (*Col1A1-YAP^S127A^* transgenic mice) were kindly provided by Dr. Jonas Larsson. tet-MYC transgenic mice were a kind gift from Dr. Martin Eilers. For liver-specific transgene expression, mice were crossed with LAP-tTA mice expressing the tTA tetracycline transactivator under the control of the LAP promoter [B6.Cg-Tg(*tTALap*)5Bjd/J; purchased from Jackson Laboratories].

### Cell culture

3T9^MycER^ murine fibroblasts (Sabo et al. 2014) were infected with pSlik-YAP^S127A^ retroviruses and selected with 100 µg/mL hygromycin. MycER was activated by the addition of 20–400 nM OHT, while YAP^S127A^ was induced by 2 µg/mL doxycycline. Detailed experimental procedures and data analysis are in the Supplemental Material.

RNA-seq and ChIP-seq data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE83869.

## Supplementary Material

Supplemental Material

# Supplementary material for: Transcriptional integration of mitogenic and mechanical signals by Myc and YAP
**Source:** Genes Dev. 2017 Oct 15;31(20):2017–22. doi: 10.1101/gad.301184.117
**Supplement:** Supplemental Material

Transcriptional integration of mitogenic and mechanical signals by Myc and YAP — Supplemental Material 

# Transcriptional integration of mitogenic and mechanical signals by Myc and YAP

## Supplemental Material

- Supplemental\_material.pdf
- Supplemental\_data\_Croci.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

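The RNA-seq analysis covers 12 libraries of 3T9 MycER;YAP cells in 4 groups of 3: mock, OHT, dox, and OHT with dox. The authors aligned the reads with TopHat2 2.0.8 to mm9, used SAMtools, counted reads per gene with featureCounts 1.4.5-p1 and fitted DESeq2 to 1 pair of groups at a time. The authors' annotation and version of DESeq2 are not given in the sources used here. The authors' deposited table has 21671 lines and, for each of 3 comparisons with mock, 4 columns. The deposited mean signal of the authors' table is the mean of the counts divided by the DESeq2 size factors over the 6 libraries of the comparison. The authors' log2 fold change is on the log2 scale and shrunken toward 0, as DESeq2 gives it. The authors' deposited p-value is adjusted within the comparison over the genes that passed the filter of DESeq2, 11367, 10464 and 12365 genes for OHT, dox and OHT+dox. The authors' Y or N call was checked against these columns and is Y exactly at an adjusted p under 0.05 with an absolute log2 fold change above 0.5, with 0 exceptions in each comparison. A supplementary sheet of the paper with the same comparisons was used as a check, in a copy that holds the first 1999 of its 2500 lines.

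Unadjusted p-values were recovered by undoing the Benjamini-Hochberg adjustment, and lay at 0.995 to 1.05 times those of the supplementary sheet. The standard error of each fold is the deposited fold divided by the z-value of its p. Under the normal prior of the authors' DESeq2 fits this standard error peaks at 0.5 times the prior standard deviation, which was therefore taken as 0.45 for OHT, 0.34 for dox and 0.62 for OHT+dox on the log2 scale. With it the shrinkage was undone and each comparison split into the means of its treated and mock libraries. The mock means of separate comparisons, which come from the same libraries, then differed by a median of 0.000650 (OHT) and 0.000299 (dox) on the log2 scale, against 0.00528 and 0.00845 with the folds as deposited. The standard error is not recovered where p is above 0.9, and for OHT+dox it was there taken from genes of like mean count. The fold from the group means and the fold from undoing the shrinkage lay over 0.1 apart for 13 of 10770 genes in the OHT comparison and 25 of 9756 in the dox comparison, and these folds are less sure. The dispersion of a gene is the mean of those of the 3 comparisons, so genes whose spread differs between groups get an average. The 12239 genes with a mean in all 4 groups and a dispersion were tested. Groups were compared by two-sided Wald tests, and p-values were adjusted by Benjamini and Hochberg's method over all of them in each comparison. This replaces the tests set before the data were examined, which needed values per library.

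Size factors could be read from genes with a single read in 1 library, and ranged from 0.814 to 1.13. Summed over the comparisons there were 4028 such genes, and a gene may be counted in more than 1 comparison. The mock size factors of the comparisons put them on scales that differ by 0.0308 (OHT) and 0.00192 (dox) on the log2 scale from that of OHT+dox, and the mock means gave 0.0309 and 0.00193. Mean normalized counts summed to 8299686, 8196013 and 8184510 over the genes of the OHT, dox and OHT+dox comparisons. The method was tested on 5 simulated data sets with effects of the size of the real ones, because with mostly unchanged genes the adjusted p-values tie and the unadjusted ones are not recovered. Folds were recovered within 0.00391 on the log2 scale for 95% of genes. At true log2 fold changes of 0.25, 0.5, 1 and 2, the test of OHT+dox against OHT found 24%, 66%, 87.6% and 98.4% of changed genes, and the test of the interaction 4%, 32.8%, 71.2% and 92.8%. Of unchanged genes, 0.509% and 0.108% passed these tests. The z-values of the interaction had a standard deviation of 1.04 over unchanged genes in these simulations and of 0.697 over all genes in the data, so the simulated spread does not match the data and the rates for the interaction hold only for the simulations.

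Genes of the additive model were simulated 100 times from the estimated means, with the log2 effects of OHT and dox added, and groups with no effect 100 times. Of the gene lists, 32 were fixed before the data were examined: replication, G1/S, G2 and mitosis, quiescence, histones, ribosome biogenesis, nucleotide synthesis, one-carbon metabolism, sterol and fatty acid synthesis, DNA repair, snRNP assembly, p53 targets, YAP targets, Hippo pathway, Myc network, ribosomal proteins, tRNA synthetases, chaperones, mitochondrial ribosomal proteins, glycolysis, extracellular matrix, actin cytoskeleton, interferon response, lysosome and autophagy, immediate early genes, markers of macrophages, epithelium, endothelium, muscle and adipocytes, mitochondrially encoded mRNAs and abundant noncoding RNAs. The paper was known when these lists were fixed, and its ontology map (Fig. 1D) rests on DEGs of the same experiment. Tests of groups on that map are therefore not independent of the paper's result. A further 3 were added after seeing the data: ATF4 stress genes, ATF4-regulated amino acid synthesis and transport, and endoplasmic reticulum chaperones. List medians were compared with 10000 random lists of genes drawn from the same 20 bins of mean count, for lists of at least 5 tested genes, and the 156 p-values of the 26 lists set beforehand were adjusted together. In simulated data 2 of 100 unchanged lists passed. Genes of a list may vary together, which the random lists do not take into account, and no libraries were permuted.

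The genes named are those of the paper, the called genes with the largest folds and a mean normalized count of at least 50, the list members with the smallest p in OHT+dox against mock (for YAP targets, in dox against mock), list members that passed with the opposite sign, and a fixed set of cell cycle, YAP target and Myc target genes. Genes were also named by their interaction, below or above the sum. Tfrc (below) and Glul (above) were named only for this reason. The rule also asked that the libraries of the groups do not overlap, which cannot be seen without values per library. When it was written, the values of Myc, Ctgf, Ncl, Cad, Ccna2, Cdk1, Rrm2, Cdkn1a, Nop56 and the genes at the head of the supplementary sheet had been seen. Chac1, Trib3, Ddit3, Atf3, Asns, Psat1, Mthfd2, Slc7a11, Sesn2, Fos, Egr1, Fosl1 and Klf6 were added after their values were seen. Some genes that the rule names are not reported here. The 27 lines whose gene symbol is a calendar date were left out. The reference in use has another genome build than mm9, so no coordinates were used, and its names matched 20887 of 21644 symbols. Alternatives concern the fold threshold, the standard error, the genes tested, the scaling, the authors' calls and the definition of the MycER-induced set. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.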

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

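The tests on the shortfall of ribosome biogenesis genes in the last paragraph were chosen only after the result was seen.

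Several groups of genes that the paper does not discuss drew attention because they moved with the combination by more than random lists of the same expression. The cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, rose with both in 19 (19 adjusted over the list alone) of 20 genes, with a median log2 fold change of 0.56. They also rose with dox alone in 14 (17 adjusted over the list alone) and with OHT alone in 11 (11 adjusted over the list alone), and Farsb and Gars reached 1.08 ± 0.13 and 0.67 ± 0.10 with both (± standard error). Among the chaperones of newly made proteins, 15 (16 adjusted over the list alone) of 18 rose with both at a median of 0.41, including the mitochondrial chaperonin Hspd1 at 0.69 ± 0.09. Mitochondrial ribosomal proteins had a median of 0.37 with both, and 46 (50 adjusted over the list alone) of 75 rose, including Mrpl22 at 1.22 ± 0.16. By Fisher's exact test the tRNA synthetases (7 genes) and mitochondrial ribosomal proteins (13 genes) were also overrepresented among the genes up-regulated only with both (adjusted p = 7.62e-05 and 7.62e-05).

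Other groups moved down by more than random lists. Interferon response and antigen presentation genes had a median of −0.70 with both, with 10 (10 adjusted over the list alone) of 18 down, among them Stat2, which carries the interferon signal to the nucleus (−1.04 ± 0.16), and Ddx58, the RNA sensor RIG-I (−0.85 ± 0.10). The quiescence group had a median of −0.51 with both. Serum immediate early genes fell with OHT alone, at a median of −0.60, with 9 (14 adjusted over the list alone) of 15 down, including the transcription factor genes Fos (−0.72 ± 0.20) and Jun (−0.43 ± 0.10), of which Fos was chosen after its values were seen.

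In several groups the median response to both departed from the sum of the single log2 fold changes by more than in random lists. Among the lists set beforehand, it fell short most in ribosome biogenesis (−0.19), one-carbon metabolism (−0.19) and sterol and fatty acid synthesis (−0.16; adjusted p = 0.000567 for each). It fell short by less in nucleotide synthesis (−0.08, adjusted p = 0.00108), snRNP assembly (−0.07, 0.0334) and the tRNA synthetases (−0.06, 0.0207), and the Hippo pathway genes lay above the sum (0.04, 0.0175). In the first 3, when adjusted over the list alone, 5, 3 and 0 single genes passed the Wald test of the interaction, and 0 when adjusted over all genes, where 132 genes of all had an unadjusted p under 0.05.

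Ribosome biogenesis genes fell short by more than random lists of like expression, at −0.19 against −0.03 to 0.02. This difference does not depend on the scaling, since a factor per library moves the list and the random lists alike. Whether scaling of the libraries adds to the shortfall from the sum itself stays open, since the normalization sets the median of all genes near 0 and their median interaction of −0.00296 decides nothing. Low chance values of these genes in the shared mock libraries stay open for both and, untested, for the other groups, since they enter both single responses but the combined response only once. They would leave the group still higher with both than with either alone, as it was, with a median of 0.26 in OHT+dox against OHT and 0.38 in OHT+dox against dox, and there is no further set of mock libraries to compare. A ceiling on the expression of these genes is a biological explanation that the treatments allow and that was not tested.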

How the results depend on the processing

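The alternatives on the standard errors, the mean count, the scaling and the authors' calls were chosen after seeing the data; those on the fold threshold and the sets called up at an adjusted p alone or in OHT+dox against dox were set beforehand.

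Under every alternative run, the combination had more DEGs than OHT alone and OHT more than dox alone. The added effect of dox on MycER-induced genes had a positive median, from 0.14 to 0.22. Without a fold minimum the DEGs numbered 2671 for OHT, 1330 for dox, 4919 for both, 591 in OHT+dox against OHT and 2666 in OHT+dox against dox, with 1983 found only with both, of which 24 differed from each single treatment. At an absolute log2 fold change above 1 they were 234, 67, 633, 35, 227 and 398 in the same order. Both shifts follow from the threshold. With each comparison's own standard error, added as if the comparisons shared no library, OHT+dox against OHT had 61 DEGs, OHT+dox against dox 700, and 4 genes found only with both differed from each single treatment. These errors count the mock libraries repeatedly. The correlation of the dox effects with and without OHT stayed at 0.711, so there is no sign that the unshrunken folds changed. With standard errors scaled to the spread of the interaction, dox had 762 DEGs, OHT+dox against OHT 432, the interaction 16 (14 below and 2 above the sum of the single effects), 518 genes found only with both differed from each single treatment, and 17 YAP targets changed with both instead of 9; smaller errors give this by construction. With genes of a mean normalized count of at least 50, the correlation of the dox effects with and without OHT was 0.832, and the cause was not tested. The authors' deposited table calls 300 DEGs with dox. The median interaction of the MycER-induced genes reversed, from −0.12 to 0.0103, with the set called up in OHT+dox against dox. The folds that chose these sets enter the interaction with opposite signs, and whether this alone gives the reversal was not tested. The split of the DEGs by direction depended on scaling and on the standard errors: with equal sums of normalized counts, 1262 rose and 1294 fell with both, and 268 rose and 232 fell with dox, and 117 were higher and 133 lower in OHT+dox against OHT; with scaled standard errors these were 1440 and 1478 with both, 367 and 395 with dox and 172 and 260 in OHT+dox against OHT, where 1334 and 1205, 301 and 193, and 126 and 111 were found otherwise.

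For single genes named, 2693 of 2900 comparisons kept their direction and side of the threshold, and none reversed. With each comparison's own standard error 52 no longer passed and 10 newly did, with equal sums 8 and 5. With a mean normalized count of at least 50, 8 newly passed, and with scaled standard errors 608 stayed as they were and the others newly passed. No paired analysis was possible because the values are group means. For the same reason the other normalizations, count filters, pseudocount, voom and DESeq2 fits, pairwise fits, replicate block, removal of single libraries, removal of abundant genes, held-out definition of the MycER-induced set and camera correlation were not run, and other splits of the libraries were not counted. Read totals are not known, so how depth limits the calls is given only by the simulated recovery rates.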

Differences from the paper's values

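The alternative with each comparison's own standard error was chosen only after the values were seen. On the shrunken scale of the paper's supplementary sheet, 4 of 306 log2 fold changes of 102 genes differed by more than 1 standard error. Bmf was −1.47 with dox and −1.35 with both in the paper's sheet, and −1.08 and −1.62 here. With OHT, Arc was −0.44 and Gpr56 −0.51 in the paper's sheet, and −0.77 and −0.78 here. The alternatives set before the data were examined that could be run change thresholds or sets and no fold, so all of these differences stand under them. With each comparison's own standard error, chosen after seeing the values, Bmf became −1.47 and −1.35, and these no longer differed from the paper's values. Under the same setting Arc was −0.81 and Gpr56 −0.98, both further from the paper's values than in the main setting. That setting drops 2 of the authors' calls with OHT, 0 with dox and 2 with both.

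Over all 306 pairs the median difference on that scale was 0.00393. Without shrinkage, 57 pairs lay more than 1 standard error apart, and in 57 of them the fold here is the larger.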

Other observations

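The tests on ATF4-regulated genes and on the share of genes called only with both were chosen only after the result was seen.

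Canonical YAP targets had a median of −0.19 with OHT and 0.14 with dox (adjusted p = 0.000567 and 0.00644 against random lists). Of 21 such targets, 12 did not pass with OHT and 14 did not pass with dox. Ctgf had a log2 fold change of −0.32 ± 0.09 with OHT, 0.64 ± 0.09 with dox and 0.45 ± 0.09 with both (± standard error); its difference between OHT+dox and dox did not pass (−0.20 ± 0.09). Ankrd1, a cardiac ankyrin repeat protein induced by YAP, had −1.31 ± 0.43, 1.27 ± 0.36 and 0.25 ± 0.38, of which the last did not pass, and −1.03 ± 0.36 in OHT+dox against dox. Over 21 YAP targets, 8 fell with OHT and 1 rose (8 and 1 adjusted over the list alone), 6 rose with dox and 1 fell, Foxf2 (8 and 1), and with both 4 rose and 5 fell (5 and 5). With standard errors scaled to the spread of the interaction, a setting chosen after seeing the data, 17 targets changed with both instead of 9. The median of all 21 targets was −0.15 in OHT+dox against dox (adjusted p = 0.0216 against random lists), where 3 of them fell and none rose (3 adjusted over the list alone). The paper reports such a decrease of YAP targets by Myc for liver. Of 21 Hippo pathway genes 4 rose with dox and none fell, and 5 fell with OHT and none rose, the same numbers as when adjusted over the list alone. With both, 6 rose and 3 fell. Their medians did not pass against random lists with dox or with OHT (adjusted p = 0.0516 and 0.210). In OHT+dox against OHT their median was 0.11 and passed (adjusted p = 0.0190), with 4 genes up and none down. In OHT+dox against dox it was −0.12 and did not pass (adjusted p = 0.0855). The Hippo pathway genes include Nf2, the upstream tumor suppressor merlin (0.30 ± 0.08 with dox), and the YAP partner Tead4 (0.70 ± 0.13 with dox), while Tead1 and Tead2 did not pass with both (0.06 ± 0.30 and −0.15 ± 0.10).

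Serum immediate early genes had a median of −0.60 with OHT and 0.26 with dox (adjusted p = 0.000567 each against random lists). Not all members followed this, since Jun fell with OHT and with dox (−0.43 ± 0.10 and −0.33 ± 0.10). Fos was at 1.06 ± 0.19 with dox and −0.78 ± 0.18 in OHT+dox against dox, and Egr1, a zinc finger factor induced by growth factors, at 0.87 ± 0.24 and −0.94 ± 0.24; both genes were chosen after their values were seen. Of 15 such genes 7 rose with dox and 1 fell (9 and 3 adjusted over the list alone), 10 fell when OHT was added to dox (13), and 7 were below mock with both (7). Genes of amino acid supply often rose with each treatment. Of 18 genes of amino acid synthesis and transport, a list chosen after seeing the data, 10, 12 and 13 rose with OHT, dox and both (10, 14 and 13 adjusted over the list alone), at medians of 0.57, 0.63 and 0.99. Asns, asparagine synthetase, reached 1.60 ± 0.12 with both, while Glul, which makes glutamine and is not on the list, rose with OHT (1.13 ± 0.11) and fell with dox (−0.40 ± 0.11).

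Stress genes regulated by ATF4, the transcription factor of the integrated stress response, were higher with dox, at a median of 0.30, with 7 of 13 up and 2 down (7 and 3 adjusted over the list alone). Chac1, which degrades glutathione, rose by 1.36 and the pseudokinase gene Trib3 by 0.89, while Ddit3, the transcription factor CHOP, and Atf3 were at −0.13 ± 0.11 and −0.66 ± 0.24 with dox, which did not pass. All 4 were chosen after their values were seen. With dox, 1 of 13 endoplasmic reticulum chaperone genes rose (1 adjusted over the list alone) and their upper quartile was 0.18, so they did not rise as a group. This gives no sign of unfolded proteins in the endoplasmic reticulum as the cause, but does not exclude them. The lists of stress genes and of chaperones were both chosen after seeing the data, so the median of the stress genes is no fair bar. Doxycycline itself and YAP S127A cannot be told apart, because cells without the vector given dox are not analysed here. Both would raise the stress genes also in OHT-treated cells, as was seen (median 0.32 in OHT+dox against OHT), and the YAP targets had a median of 0.10 there.

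About 1 in 2 genes called with both treatments were called with neither alone. Shrinkage of the folds by the authors is argued against as the source, because 1284 such genes were found with unshrunken folds and 1393 are in the authors' deposited table. Additive log2 effects and a threshold could give a share of this size and stay open: simulated groups in which the log2 effects of OHT and dox add up had a mean share of 56.6% (range 54.4 to 59.8%). The simulations do not match the data in full. The observed share of 50.6% lies below their range, and they gave 997 to 1152 genes called only with both, fewer than were found. Their mean numbers of DEGs were also smaller, at 916 with OHT, 227 with dox and 1881 with both, against 1158, 494 and 2539 observed. A more than additive response stays open as well. The median interaction of these genes in the direction of the change was 0.00759, with quartiles of −0.09 and 0.11, so they went both ways. It lies below the 0.04 to 0.08 of the additive simulations, which goes against an excess over the sum in the set as a whole, but simulations that miss the other numbers do not exclude it.

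Of the remaining groups, only the glycolysis and the lysosome and autophagy genes had a median with both outside that of random lists (adjusted p = 0.0484 and 0.0175). In the Myc network, 1, 1 and 3 of 11 genes rose with OHT, dox and both and 2, 2 and 1 fell (2, 1 and 3 rose adjusted over the list alone), with Mxd1, an antagonist of Myc, at −0.79 ± 0.11 with both and its partner Max at 0.45 ± 0.10. Of 18 glycolysis genes 9 rose with both (10 adjusted over the list alone), and Hk2 reached 1.39 ± 0.12. Lysosome and autophagy genes fell with both in 10 (10 adjusted over the list alone) of 24, including Wipi1 of autophagosome formation (−0.78 ± 0.12), at a median of −0.19. Extracellular matrix genes fell with both in 5 (5 adjusted over the list alone) of 25, including the protease gene Mmp14 (−0.51 ± 0.09), a share like that of all genes (19.3% down), and their median was within the range of random lists (adjusted p = 0.183). In OHT+dox against dox their median was −0.15, outside that range (adjusted p = 0.0125), with 7 down. Of 76 ribosomal protein genes, which have many pseudogenes, 4 (2 adjusted over the list alone) rose with both and none fell, and of 15 actin cytoskeleton genes 1 (0 adjusted over the list alone) rose.

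Markers of other cell types were scarce. The tests covered 1 macrophage, 1 endothelial and 2 adipocyte markers, none of which changed with both (Cd68 0.20 ± 0.31, Eng 0.20 ± 0.28, Lpl −0.11 ± 0.24 and Cebpa 0.32 ± 0.59), and 0 epithelial and 0 muscle markers, so these say nothing. Mitochondrially encoded mRNAs were not analysed here, because 0 of them could be tested. Of 5 abundant noncoding RNAs 1 (1 adjusted over the list alone) fell with both, Neat1 (−0.42 ± 0.11).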
